A study of Homo sapiens with 23 samples. Its data were reported in "Escape from G1 arrest during acute MEK inhibition drives the acquisition of drug resistance" (2022).

How the data were processed

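RNA was measured by poly(A)-selected, stranded RNA sequencing in 23 libraries of COLO205, a human colorectal cancer cell line, which fall into 13 groups. Replicates were not pooled, and each library is 1 column of a table of genes. The first table holds 38148 genes in 12 libraries of fixed cells sorted on cyclin B1 protein (CCNB1) and 3 libraries of fixed cells sorted on EdU, a nucleoside that labels newly made DNA. The second holds 35805 genes in 8 libraries of unfixed, unsorted cells from a time course of selumetinib, an inhibitor of the kinase MEK. No value column was left without a sample.

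The authors trimmed the reads with Trim Galore, aligned them to GRCh38 with HISAT2 and counted reads per gene with SeqMonk, which scaled every library to a common total. The deposited values of both tables are log2 of the scaled reads per gene. A gene with 0 reads is written as 0.9 reads. The lowest value of each library gives its scale factor, and from it the reads behind all listed values came back whole, in 100% of cases, with a largest relative deviation of 1.13e-06. Scaled totals lay between 41.6 and 45.7 M reads in the sorted table and between 43.3 and 44.5 M reads in the time course. Gene symbols and positions were used as listed. The tables were made with different Ensembl releases and were joined by Ensembl gene identifier. A symbol is repeated in 79 entries of the sorted table and 87 of the time course, and the first entry was used for listed genes. GENCODE v44 was used here for gene type, exonic length and GC content alone.

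Recovered reads per library (M, 1000000 reads) ranged from 12.5 to 36.1 M reads in the CCNB1-sorted libraries, from 13.5 to 17.4 M reads in the EdU-sorted libraries and from 18.8 to 44.0 M reads in the time course. A floor of 3 reads corresponds to 0.0830 to 0.239 reads per M reads in the CCNB1-sorted libraries. Reads carry no molecular identifiers, so such floors cover counting error only. The authors describe partial degradation of the RNA of EdU-sorted cells by the labelling chemistry. For comparisons with these cells the paper counted only exonic reads at transcript 3′ ends and matched percentiles. The EdU values here are the deposited reads per gene, so they are not on the same basis as the paper's. Library kits of different versions were used, and the labels do not say which library had which. Levels are given as RPM of the recovered reads, mean ± SD over replicates.

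Because the values were log2 rather than counts, the test set for that case was used: limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend, on the deposited log2 values. Genes were tested when at least 3 of the 12 CCNB1-sorted libraries, or at least 2 of the 4 replicated time course libraries, held 1 RPM or more. This left 15031 and 14738 genes. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. All 4 CCNB1-sorted groups of 3 libraries were in one fit. Its contrasts were selumetinib against untreated in each fraction, CCNB1-positive against CCNB1-negative at each treatment, and their interaction, the effect of selumetinib in CCNB1-positive cells minus that in CCNB1-negative cells. The remaining pairs of groups were used for the count of genes over 4-fold in any of the pairs. In the time course 2 libraries at 48 h were compared with 2 untreated libraries. Single libraries at 2, 4, 8 and 24 h and the EdU-sorted libraries have no replicates, so no p-value is given for them.

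A gene over 4-fold in any pair and called in that pair was placed in 1 of 3 categories or in the remainder. Low in both fractions means lower and called under selumetinib in both. Low in CCNB1-negative cells only means lower and called there, with an interaction above 0 that was called, and not lower and called in CCNB1-positive cells. High in both fractions means higher and called in both.

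Fixed gene lists were used. The study low list has 8 genes and the study S-phase list 29. The study chose both on these libraries, so a test of them here is not independent evidence. The MEK signature has 15 genes, of which 14 were tested. The general S genes number 43, and the general G2/M genes 54, of which 53 were tested in the sorted table and 52 in the time course. These last 3 lists were not chosen on these libraries, though 4 of the general S genes are in the low list and 14 in the S-phase list. Lists were tested with camera at a preset correlation of 0.01 between genes, with fry and an estimated correlation beside it, and adjusted over the 5 lists and all contrasts. For unreplicated libraries the median of a list was placed among 10000 random lists of equal size, matched on mean expression in 20 bins.

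Genes are named by a fixed rule. It allows the genes of set lists and, per contrast, the 3 largest positive and 3 largest negative changes among protein-coding or named genes that were called. The groups had to be free of overlap and the mean above the median of tested genes; for the interaction, the overlap was judged between treated and untreated CCNB1-negative cells. A subset of these is named. The lists, the comparisons, the tests, the rule and most alternatives were set before the data were examined. The alternatives added after seeing the data were a pseudocount of 1 RPM, voom on the recovered reads, a correction for GC content, a replicate block within each fraction, alone and with a correction for GC content or exonic length, and leaving out single libraries for the correlations. The replicates carry numbers. Deviations from the group means, across genes, of treated and untreated libraries of the same number correlated at 0.121 to 0.202 over the 3 pairs of CCNB1-negative cells and 0.121 to 0.416 over the 3 pairs of CCNB1-positive cells. Each pair was over 0.1, so the numbers were taken to pair the libraries for the effects of selumetinib, and the block within each fraction was added for these and their interaction. The pairing comes from the shared numbers and these values alone, as the labels name no common batch or day. Between fractions the values were 0.0399 to 0.601 untreated, with 2 of 3 pairs over 0.1, and −0.204 to 0.326 treated, with 1 of 3. The numbers were therefore not taken to pair the libraries between fractions. These values cannot exclude such a pairing.

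Alternatives of the first kind were median-centring, quantile normalization, a pseudocount of 0.1 RPM, no filter, a mean of at least 10 RPM, no mean-variance trend, a replicate block, fitting only the compared groups, an adjusted p under 0.01, a 2-fold limit, all 8 time course libraries in one fit, the 24 h library in place of 48 h, another reference for the EdU-sorted cells with or without matched 50th and 90th percentiles, and leaving out each replicate in turn.

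The fits were tested on simulated data with 200 genes changed by a log2 value of 2. A contrast of 3 against 3 recovered 199 with 9 false calls, the interaction recovered 173 with 8 false calls, and a contrast of 2 against 2 recovered 198 with 8 false calls. Of 20 lists with planted changes, 20 lay outside the central 95% of random lists, as did 3 of 200 lists without. Between replicates, no pair of libraries was a copy of another: chi-square per gene ran from 12.1 to 234 over 14 pairs. Data of other kinds in the study, such as imaging and protein measurements, were not analysed here.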

Results

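RNA was measured in 23 libraries of COLO205, a colorectal cancer cell line with a BRAF mutation that drives the MEK and ERK kinases. Sorting on CCNB1, a cyclin made in late S and G2 phase, gave 4 groups of 3 replicates: CCNB1-negative and CCNB1-positive cells, each untreated or after 24 h in 1 µM selumetinib. EdU, given for 4 h, marked cells that replicated DNA, and 1 library each was made from untreated EdU-positive, treated EdU-negative and treated EdU-positive cells. The time course of unsorted cells has 2 untreated libraries, 1 library each at 2, 4, 8 and 24 h of selumetinib and 2 libraries at 48 h. Depth ran from 12.5 to 36.1 M reads in the CCNB1-sorted libraries, from 13.5 to 17.4 M in the EdU-sorted libraries and from 18.8 to 44.0 M in the time course. Pearson correlations of log2 values across genes between replicates were 0.947 to 0.976 in untreated CCNB1-negative cells and 0.935 to 0.967 in untreated CCNB1-positive cells. They were 0.980 to 0.981 in treated CCNB1-negative cells and 0.933 to 0.967 in treated CCNB1-positive cells. Genes are not independent replicates, so these values carry no p.

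One question was how MEK inhibition changes RNA in cells held before S phase and in cells that still cycle in the drug. In CCNB1-negative cells 5889 of 15031 tested genes were called, 3458 higher and 2431 lower under selumetinib. In CCNB1-positive cells 3000 genes were called, 1682 higher and 1318 lower. The stricter limit of an adjusted p under 0.01 moved these counts most, to 3203 and 1258. The median change of all tested genes was 0.26 (log2) in CCNB1-negative and 0.16 in CCNB1-positive cells, and median-centring brought it to 0.06 and 0.02. The share of higher genes in CCNB1-negative cells, 58.7%, was 49.5% after median-centring, 51.3% after quantile normalization and 43.5% after correction for GC content. With a replicate block within each fraction it was 44.5% after that correction and 43.0% after correction for exonic length. In CCNB1-positive cells the share was 56.1%, then 50.1%, 49.4% and 46.3% after these 3 steps, and 46.7% and 45.2% with the block. Other alternatives moved the shares both ways. In CCNB1-negative cells voom gave 65.4%, pseudocounts of 1 and 0.1 RPM 63.6% and 62.5%, no filter 60.7% and the block alone 60.6%. In CCNB1-positive cells these were 57.6%, 61.0%, 60.1%, 54.3% and 59.2%. A mean of at least 10 RPM gave 51.1% and 50.3% in CCNB1-negative and CCNB1-positive cells, an adjusted p under 0.01 gave 50.9% and 49.2%, and only the compared groups gave 59.1% and 53.9%, so the balance of higher and lower genes depends on the processing and the limits. Over the fits without 1 library the shares ran from 48.5 to 64.0% and from 47.7 to 63.9%. The count in CCNB1-positive cells was 1752 without untreated CCNB1-positive replicate 1, 1949 without untreated replicate 3, 1806 without treated replicate 1 and 1860 without treated replicate 2. These are 2 of 10 counts of genes, over 6 contrasts, that make up the family.

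Several transcriptional targets of ERK fell in both fractions. DUSP6 (ENSG00000139318, protein-coding, GRCh38 chromosome 12, 89347235 to 89352501) went from 104 ± 31.8 RPM (SD, n = 3) to 4.14 ± 1.42 RPM in CCNB1-negative cells, a log2 change of −4.72 with an adjusted p of 2.1e-05 (limma). In CCNB1-positive cells it went from 72.5 ± 10.5 to 3.01 ± 2.59 RPM, a log2 change of −4.95 (adjusted p 5.58e-05, limma). DUSP4 changed by −1.95 and −2.44 (log2) in CCNB1-negative and CCNB1-positive cells (adjusted p 0.000197 and 0.00014) and PHLDA1 by −1.64 and −1.83 (4.97e-05 and 8.29e-05). ETV4 changed by −6.83 and −6.34 (0.000657 and 0.00245) and ETV5 by −7.50 and −6.22 (0.000224 and 0.00188). Some treated libraries held no more than 3 reads of ETV4 or ETV5, so the size of these changes depends on the value written for 0 reads. PROS1, of the MEK signature too, rose by 1.14 and 0.94 (0.00103 and 0.00719). CCND1 changed by −1.54 and −2.39 (0.00114 and 0.000204), with no called interaction (−0.86, adjusted p 0.659). BRAF rose by 0.70 in CCNB1-negative cells (0.0289), a call lost in 4 of the 12 fits that each left out 1 library and after quantile normalization, where the change was 0.46 (0.0578). Its rise of 0.65 in CCNB1-positive cells was not called (0.0618), but was with a replicate block within each fraction (0.0431). With that block and a correction for exonic length the rise in CCNB1-negative cells was 0.23 (0.337), the highest adjusted p over the alternatives, which began at 0.012.

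Outside the lists, the largest called rise with separate groups was that of MEGF6 in both fractions, with log2 changes of 5.02 (adjusted p 4.28e-05) in CCNB1-negative and 4.42 (0.000362) in CCNB1-positive cells. TNS4 changed by −5.93 (6.46e-05) and −4.66 (0.00101), CEMIP by −5.61 (0.000217) and −5.29 (0.000928). PIWIL1 changed by −5.18 (2.84e-06) in CCNB1-negative cells. The replicate groups of these genes did not overlap, which chance gives for 10% of genes at 3 against 3.

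Across genes, the effects of selumetinib in the CCNB1 fractions had a Spearman correlation of 0.815, and 84.5% of genes had the same sign. Both fractions called 2589 genes, 2586 of them in the same direction, and 86.3% of the genes called in CCNB1-positive cells were called in CCNB1-negative cells. Among genes called in CCNB1-negative cells, the median ratio of log2 changes, CCNB1-positive to CCNB1-negative, was 0.686. Picking genes by their call in CCNB1-negative cells can itself lower this ratio, so it does not show a weaker response in CCNB1-positive cells. With treated CCNB1-positive replicate 1 left out the correlation was 0.752, and among genes with a mean of at least 10 RPM it was 0.859.

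**Figure D1:**
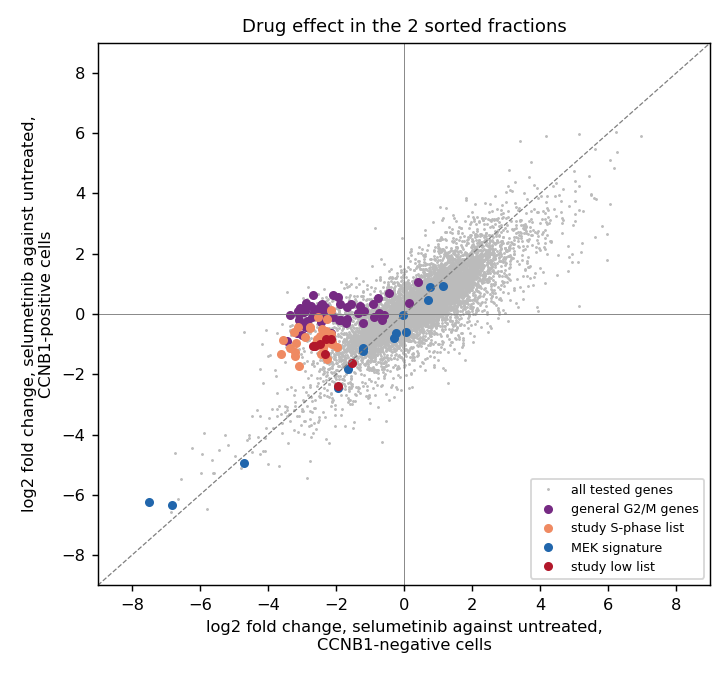
Log2 change under selumetinib in CCNB1-negative cells (x axis) and CCNB1-positive cells (y axis), 1 point per tested gene, from 3 libraries per group, with 4 gene lists in colour. The general G2/M genes sit at a median of −2.37 on the x axis and 0.07 on the y axis, while the MEK signature falls on both, with medians of −0.76 and −0.97.

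The study grouped genes by their pattern over the sorted groups. Here 1831 genes were called and over 4-fold in at least 1 pair of groups. A 2-fold limit moved this count most, to 5200, and a mean of at least 10 RPM gave 698. Of the 1831, 273 (14.9%) were low in selumetinib in both fractions, with median log2 changes of −2.41 in CCNB1-negative and −2.39 in CCNB1-positive cells. Another 176 (9.61%) were low in CCNB1-negative cells only, with medians of −2.45 and −0.02. All 8 genes of the study low list and 17 of the 29 in the S-phase list were low in both fractions. Of the 53 tested G2/M genes, 33 were low in CCNB1-negative cells only and 2 in both. The remaining large category, high in both fractions, held 529 genes (28.9%), with medians of 2.41 and 2.14, and 853 (46.6%) were in none. Without untreated CCNB1-negative replicate 3 the count low in CCNB1-negative cells only was 99; it was 111 without untreated CCNB1-positive replicate 1, 115 without treated CCNB1-negative replicate 3 and 114 without treated CCNB1-positive replicate 3. The count high in both was 335 without treated CCNB1-positive replicate 1 and 347 without treated CCNB1-positive replicate 2.

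The fractions were compared to see which genes follow CCNB1. CCNB1 itself (ENSG00000134057, protein-coding, chromosome 5, 69167135 to 69178245) stood at 247 ± 178 RPM in untreated CCNB1-negative and 1203 ± 143 RPM in untreated CCNB1-positive cells. The log2 difference was 2.65 (SE 0.54, adjusted p 0.0303, limma). This call was lost in 7 of the 12 fits that each left out 1 library, with adjusted p from 0.00526 to 0.106. It was also lost at 0.229 when only the compared groups were fitted, the highest over the other alternatives, which began at 0.0117. In selumetinib the levels were 22.2 ± 7.54 and 1209.6 ± 337 RPM, a log2 difference of 5.82 (1.17e-05). In untreated cells 168 genes were called between fractions, 144 higher and 24 lower in CCNB1-positive cells. The count was 34 when only the compared groups were fitted, 103 without untreated CCNB1-positive replicate 2 and 109 without untreated CCNB1-negative replicate 3. In selumetinib 842 were called, 718 higher and 124 lower. It was 2035 when only the compared groups were fitted, 1419 after quantile normalization, 509 without treated CCNB1-negative replicate 3, 510 without treated CCNB1-negative replicate 1, 518 without treated CCNB1-positive replicate 2 and 539 without treated CCNB1-positive replicate 3. The share higher, 85.3%, was 68.2% after median-centring, 61.7% after quantile normalization and 59.5% when only the compared groups were fitted, with 825 lower. It ran from 71.1% without treated CCNB1-positive replicate 1, with 268 lower, to 95.4% without treated CCNB1-positive replicate 2, with 24 lower. Libraries of a group also differed along GC content, with Spearman correlations across genes between −0.37 and 0.31 in untreated cells, of 0.16, 0.13 and −0.23 in treated CCNB1-positive cells and between −0.02 and 0.02 in treated CCNB1-negative cells.

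PLK1 was 3.51 (log2) higher in CCNB1-positive than CCNB1-negative untreated cells (adjusted p 0.000696) and 6.02 higher in selumetinib (3.68e-07). ASPM and UBE2C were 6.23 (2.9e-07) and 6.21 (6.99e-07) higher in selumetinib. MKI67 was 4.45 (1.62e-06) higher there. Among genes lower in CCNB1-positive untreated cells were MSH6 (−2.42, 0.000696), UNG (−2.62, 0.00285) and MCM6 (−2.12, 0.00169). CCNE1 and CCNE2, cyclins of the start of S phase, were −3.50 (0.134) and −4.66 (0.0935), not called. They were called when voom replaced the log2 test, with adjusted p of 0.0276 and 0.00149. The 12 fits that each left out 1 library ran from 0.0193 to 0.415 and from 0.0172 to 0.306. The other alternatives ran from 0.00443 to 0.201 and from 0.00149 to 0.177. CYP3A5 was lower in CCNB1-positive cells in selumetinib (−2.04, 0.0214), a call lost in 5 of 12 such fits.

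The interaction asked whether the response to the drug differs between fractions. It called 246 genes, 241 with a more positive effect in CCNB1-positive cells and 5 with a more negative one. The count was 162 with no mean-variance trend and 106 at an adjusted p under 0.01. It was 115 without untreated CCNB1-negative replicate 3, 133 without untreated CCNB1-positive replicate 1, 148 and 136 without treated CCNB1-negative replicates 1 and 3, and 144 and 139 without treated CCNB1-positive replicates 2 and 3. ASPM, CEP55 and CDK1 had the largest interactions with separate groups, at 3.37 (adjusted p 0.0025), 3.36 (0.00207) and 3.35 (0.00306), and were called in all 12 fits that each left out 1 library. On the other side were MISP (−1.42, 0.035) and FRMD5 (−1.14, 0.0497), called in 3 and 0 of those fits. CCNB1 had 3.16 (0.0663) and was not called, except without untreated CCNB1-negative replicate 2, at 0.000386, after quantile normalization, at 0.02, with no filter, at 0.0381, and with a replicate block within each fraction and exonic length corrected, at 0.0493. Its adjusted p reached 0.217 over the fits without 1 library and 0.157 over the other alternatives.

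Replication genes were the next object, because the study asked whether cells that enter S phase in the drug have what they need to copy DNA. PCNA (ENSG00000132646, protein-coding, chromosome 20, 5114953 to 5126626) stood at 1051 ± 109 RPM in untreated CCNB1-negative, 416 ± 25.1 in untreated CCNB1-positive, 182 ± 56.2 in treated CCNB1-negative and 206 ± 31.4 in treated CCNB1-positive cells (SD, n = 3). Its log2 changes were −2.61 (SE 0.20, adjusted p 5.13e-06, limma) in CCNB1-negative and −1.05 (0.00386) in CCNB1-positive cells. The interaction was 1.56 (SE 0.28, 0.0137), and 2 of 12 fits without a library lost it, at 0.0522 without untreated CCNB1-negative replicate 3 and 0.0547 without treated CCNB1-negative replicate 3. MCM6 changed by −3.09 (8.92e-06) and −1.74 (0.0011), MCM2 by −2.39 (2.59e-05) and −1.13 (0.00762), CLSPN by −3.20 (1.36e-05) and −1.39 (0.00684) and TIPIN by −2.33 (0.000177) and −1.34 (0.0112). Interactions of these genes were not called, at 1.35 (0.141) for MCM6, 1.26 (0.134) for MCM2, 1.81 (0.053) for CLSPN and 0.98 (0.659) for TIPIN. With a replicate block within each fraction those of MCM2 (0.04) and CLSPN (0.0452) were called. CHEK1 changed by −2.67 (6.81e-06) and −1.08 (0.00545), with an interaction of 1.59 (0.0196) lost in 7 of 12 fits and with that block (0.0631). WDHD1, PRIM1 and GMNN changed by −0.99, −0.84 and −0.83 in CCNB1-positive cells (0.0137, 0.0158 and 0.0178). The calls of PRIM1 and GMNN were lost in 3 and 4 of 12 fits. Their interactions were 1.48 (0.0518), not called, for WDHD1, 1.32 (0.0462) for PRIM1 and 1.48 (0.0255) for GMNN, the last pair lost with the block (0.104 and 0.0752). The alternatives thus move several of these interaction calls across the threshold. Over the fits without 1 library adjusted p ran from 0.0201 to 0.168 for WDHD1 and from 0.00365 to 0.179 for CLSPN. Over the other alternatives it ran from 0.0121 to 0.0935 for WDHD1 and from 0.0216 to 0.122 for CLSPN.

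Genes of DNA repair followed, with MKI67, a marker of proliferation, beside them. BLM changed by −2.96 (4.68e-06) in CCNB1-negative and −0.07 (0.855) in CCNB1-positive cells, with an interaction of 2.89 (0.00202). BRCA2 changed by −2.28 (0.000159) and 0.42 (0.34), with 2.71 (0.00713), and POLQ by −2.64 (0.000124) and 0.16 (0.766), with 2.80 (0.00971). EXO1 had an interaction of 2.22 (0.00704), and the call of its change of −0.97 in CCNB1-positive cells (0.0172) was lost in 3 of 12 fits. GEN1 had one of 1.33 (0.0178), lost in 6 of 12 fits. MKI67 changed by −2.44 (0.000172) and 0.29 (0.552), with 2.73 (0.00925). Its change in CCNB1-positive cells was −0.08 without untreated CCNB1-positive replicate 3 and 0.61 without replicate 2. Those of BRCA2 and POLQ were 0.23 and 0.018 without the former and 0.65 and 0.42 without the latter.

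PLK2 (ENSG00000145632, protein-coding, chromosome 5, 58453982 to 58460139) and PLK3 (ENSG00000173846, protein-coding, chromosome 1, 44800377 to 44805990), kinases of the stress response, had low levels. PLK2 went from 3.86 ± 1.16 to 1.04 ± 0.254 RPM in CCNB1-negative cells, a change of −1.93 (0.00664), and changed by −2.39 (0.00422) in CCNB1-positive cells. PLK3 changed by −1.54 (0.019) and −1.63 (0.0259), lost in 2 and 5 of 12 fits. Their interactions were −0.46 (0.974) and −0.09 (0.996), not called, and that of PLK3 was 0.37 after quantile normalization and 0.13 after GC correction, and above 0 in 5 of 12 fits without a library, up to 0.19 without treated CCNB1-negative replicate 1.

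**Figure D2:**
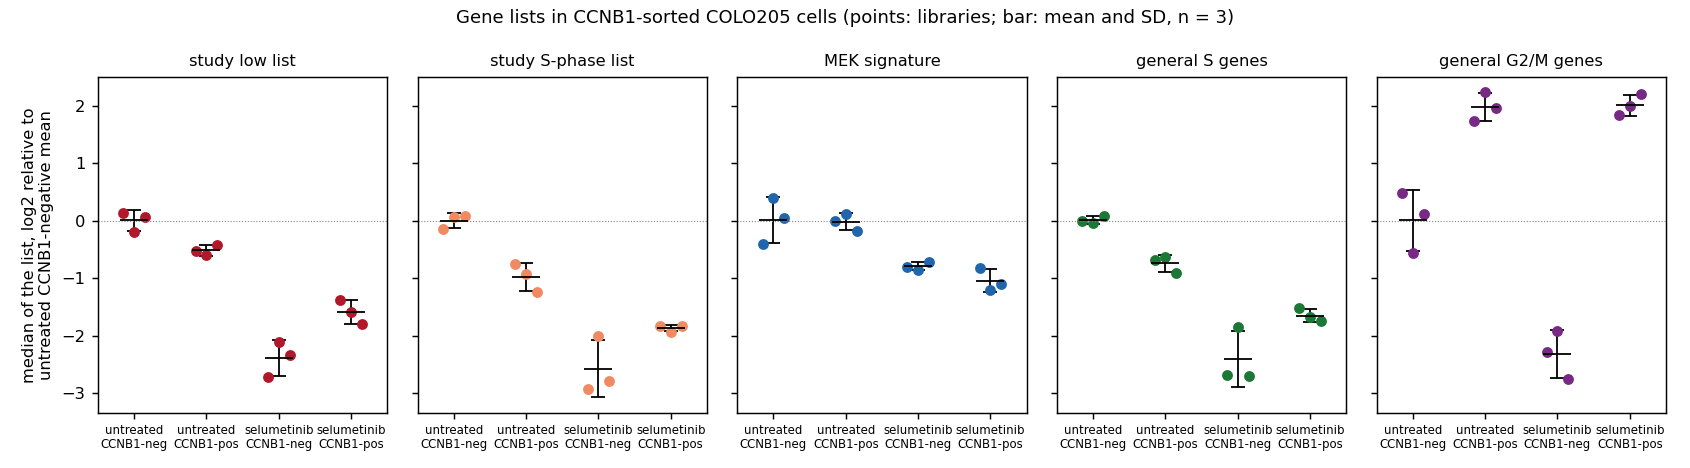
Median level of each of 5 gene lists, log2 relative to the untreated CCNB1-negative mean (y axis), in the 4 CCNB1-sorted groups (x axis), with 1 point per library and bars for the mean and SD of 3. The general G2/M genes stand at −2.32 in treated CCNB1-negative and 2.01 in treated CCNB1-positive cells, and the MEK signature at −0.79 and −1.05.

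Over lists, the study low list had median log2 changes of −2.32 in CCNB1-negative and −1.06 in CCNB1-positive cells, and all 8 genes fell in both. Camera gave adjusted p of 1.74e-08 and 6.29e-07, over 25 tests of 5 lists in 5 contrasts. The study S-phase list had −2.52 (5.17e-25; 29 of 29 lower) and −0.88 (9.16e-11; 28 of 29 lower). The general S genes had −2.39 (6.66e-32; 43 of 43 lower) and −0.85 (4.08e-15; 41 of 43 lower). The general G2/M genes had −2.37 (8.68e-26; 51 of 53 lower) and 0.07 (0.579; 29 of 53 higher). This last median was −0.079 after median-centring, −0.065 after GC correction, −0.090 without untreated CCNB1-positive replicate 1 and −0.065 without treated CCNB1-positive replicate 3. The MEK signature had −0.76 (0.00289; 10 of 14 lower) and −0.97 (1.19e-05; 11 of 14 lower). Interaction medians were 1.40 (6.18e-08) for the low list, 1.81 (7.41e-41) for the S-phase list, 1.35 (1.87e-46) for general S, 2.36 (2.08e-66) for G2/M and −0.20 (0.175) for the MEK signature. That of the MEK signature ran from −0.34 to −0.01 over the fits without 1 library, and was called without treated CCNB1-positive replicate 1, at −0.33 (0.0241).

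Between the untreated fractions, CCNB1-positive minus CCNB1-negative, the medians were −0.53 (6.43e-05) for the low list, −0.99 (4.69e-34) for the S-phase list, −0.73 (3.04e-33) for general S and 2.01 (9.11e-81) for G2/M. In selumetinib they were 0.48 (0.00238), 0.95 (1.65e-07), 0.37 (2.31e-08) and 4.32 (1.49e-87). Without treated CCNB1-negative replicate 2 the general S median in selumetinib was 0.62. The MEK signature had −0.09 (0.456) untreated, with a change of sign to 0.073 and 0.0014 without untreated CCNB1-negative replicates 2 and 3 and to 0.047 without untreated CCNB1-positive replicate 3, and −0.20 (0.0908) treated, with −0.33 (0.0129) without treated CCNB1-positive replicate 1. Fry kept all these calls of camera. With an estimated correlation the calls were lost for the low list, the S-phase list and general S between fractions in selumetinib, for the S-phase list and general S under drug in CCNB1-positive cells, for the MEK signature under drug in both fractions and for G2/M under drug in CCNB1-negative cells.

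In CCNB1-negative cells 8 genes of the low list, 29 of the S-phase list, 9 of the MEK signature, 41 of general S and 50 of G2/M were called over all genes, and 8, 29, 10, 42 and 51 adjusted over the list alone. In CCNB1-positive cells the counts were 8, 17, 11, 24 and 4 over all genes and 8, 19, 12, 31 and 2 adjusted over the list alone. For the interaction 4, 14, 22 and 35 genes of the low, S-phase, general S and G2/M lists were called over all genes, and 5, 28, 36 and 49 adjusted over the list alone. For the 2 study lists this is not independent evidence.

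The time course asked when these changes begin. At 48 h 5929 of 14738 tested genes were called, 3384 higher and 2545 lower. An adjusted p under 0.01 moved the count most, to 2689. The share higher, 57.1%, was 44.6% after correction for GC content. KIAA1324 rose most, by 6.27 (adjusted p 0.000131), and TNS4, PIWIL1 and RRM2 changed by −6.10 (0.000176), −5.73 (0.00129) and −4.99 (0.000171). PCNA changed by −3.14 (SE 0.19, 0.000189), MCM6 by −3.96 (0.000171), MCM2 by −3.68 (0.000171), CCNB1 by −3.68 (0.000202), CCNE1 by −2.06 (0.00489) and CCNE2 by −3.58 (0.000828). PLK2 changed by −2.15 (0.0282), and PLK3 by −0.87 (0.0788), not called, though it was with quantile normalization, at −1.33 (0.0178), after GC correction, at −1.11 (0.0327), and with no mean-variance trend (0.0343). The alternatives reached 0.135. CCND1 changed by −1.01 (0.0367) and BRAF by 0.88 (0.0235). Both calls were lost with no mean-variance trend, at 0.0853 and 0.0542, the highest over alternatives that began at 0.00134 and 0.00339. The 48 h replicates of CCND1 stood at 26.0 and 48.2 RPM, and its change was −0.57 without replicate 1 and −1.45 without replicate 2 at 48 h. That of BRAF ran from 0.60 to 1.15 over the 4 fits without a library.

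**Figure D3:**
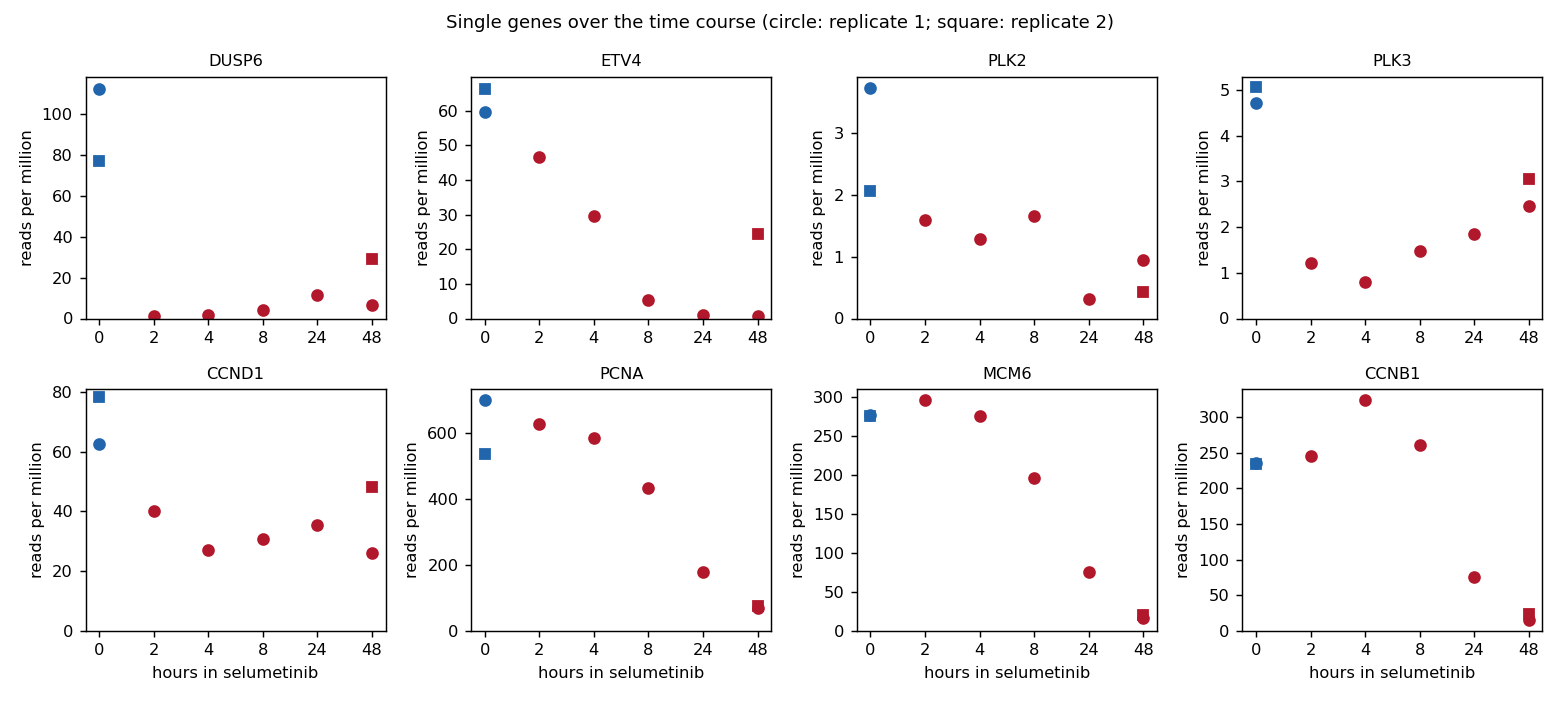
Level in RPM (y axes, linear from 0) of 8 genes against hours of selumetinib (x axes, evenly spaced time points), untreated in blue and treated in red, with circles for replicate 1 and squares for replicate 2. DUSP6 is at 0.999 RPM by 2 h, while PCNA is at 627 RPM then and at 179 RPM at 24 h.

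The ERK target DUSP6 was low from 2 h, while ETV4 fell more slowly. DUSP6 was at 112 and 76.9 RPM in the untreated libraries and 0.999 RPM at 2 h, then 1.59, 4.12 and 11.7 RPM at 4, 8 and 24 h and 6.37 and 29.1 RPM in the 48 h replicates. Its change at 48 h was −2.80 (0.0157). ETV4 was at 59.5 and 66.4 RPM untreated and at 46.6, 29.7 and 1.08 RPM at 2, 4 and 24 h. At 48 h ETV4 and ETV5 changed by −4.04 (0.0656) and −3.61 (0.0568), not called. Their 48 h replicates stood at 0.622 and 24.3 RPM for ETV4 and 0.842 and 18.7 RPM for ETV5. With no filter both were called (4.76e-05 and 3.36e-05), and over the alternatives the adjusted p reached 0.135 and 0.121. DUSP4 changed by −1.35 (0.00582), PHLDA1 by −1.71 (0.000826) and PROS1 by 0.67 (0.0492), a call lost after median-centring (0.0716) and ranging from 0.00507 to 0.109 over the alternatives. PLK3 was at 4.72 and 5.06 RPM untreated and at 1.22 and 0.796 RPM at 2 and 4 h. PCNA, at 700 and 535 RPM untreated, was at 627, 585, 434 and 179 RPM at 2, 4, 8 and 24 h.

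**Figure D4:**
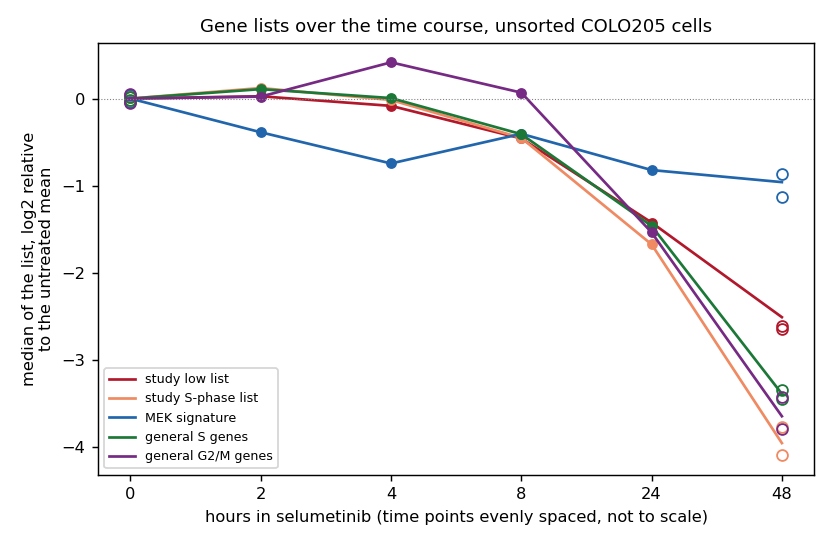
Median log2 change of each gene list against the untreated mean (y axis) by hours of selumetinib (x axis, evenly spaced time points), with filled points for single libraries, open circles for replicates at 0 and 48 h, and lines through the means. The MEK signature is at −0.39 by 2 h, when the other lists lie between 0.02 and 0.12.

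Medians of the MEK signature were −0.39, −0.75, −0.41 and −0.82 at 2, 4, 8 and 24 h, below all 10000 random lists each time, and −0.96 at 48 h. The low list had 0.03, −0.08, −0.46 and −1.42 at these times, at percentiles 36.6, 9.58, 0.06 and 0, and −2.51 at 48 h. The S-phase list had 0.12, −0.02, −0.45, −1.68 and −3.96, and general S 0.11, 0.01, −0.41, −1.46 and −3.39. The G2/M genes had 0.02, 0.42, 0.07, −1.54 and −3.65, with the value at 4 h above all random lists. At 48 h camera gave adjusted p of 2.85e-07 for the low list, 3.82e-23 for the S-phase list, 0.00431 for the MEK signature, 3.83e-28 for general S and 1.48e-29 for G2/M, over 5 tests. Fry kept all 5, with adjusted p up to 0.0201. Of the lists, 7, 29, 8, 42 and 49 genes were called over all genes and 8, 29, 11, 43 and 51 adjusted over the list alone. The median of the low list at 24 h was −1.59 after quantile normalization, the alternative that moved it most.

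EdU sorting asked whether cells that synthesised DNA in the drug carry replication transcripts. With no replicates, no test was made of these values. The EdU-positive treated library exceeded the EdU-negative treated library by a median of 1.61 in the low list (percentile 99.99; 8 of 8 higher), 2.56 in the S-phase list (29 of 29 higher), 2.00 in general S (42 of 43 higher) and 4.15 in G2/M (53 of 53 higher), the last 3 above all random lists. The MEK signature had 0.06, at percentile 73.2. With the mean of treated CCNB1-negative cells as the reference these values were 0.52, 1.65, 1.00, 3.07 and, for the MEK signature, −0.45. Treated minus untreated EdU-positive cells gave −0.97 in the low list (percentile 0.25; 8 of 8 lower), −0.54 in the S-phase list (0.43; 24 of 29 lower), −0.47 in general S (0.63; 33 of 43 lower), −1.84 in the MEK signature (below all random lists; 12 of 14 lower) and 0.20 in G2/M (above all random lists; 35 of 53 higher).

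In untreated EdU-positive, treated EdU-negative and treated EdU-positive cells, PCNA was at 517, 69.6 and 224 RPM and MCM6 at 101, 17.1 and 35.4 RPM. CCNB1 was at 284, 13.6 and 241 RPM and CCNE2 at 13.3, 2.30 and 12.5 RPM. POLQ was at 67.4, 4.78 and 141 RPM and BRCA2 at 69.5, 8.69 and 127 RPM. PLK2 was at 8.98, 0.23 and 0.519 RPM, from 136, 4 and 7 reads, and PLK3 at 8.45, 1.04 and 1.11 RPM, from 128, 18 and 15 reads. CCND1 was at 45.8, 9.78 and 6.82 RPM.

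The tables were compared with each other because they share no library and differ in fixation. Over 13781 genes, the effect of selumetinib in CCNB1-negative cells and the 48 h effect had a Spearman correlation of 0.885 and the same sign in 86.2% of genes. Both called 3997 genes, all in the same direction. With the 24 h library in place of 48 h these were 0.872 and 85.1%. Genes are not independent replicates, so no p is given.

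Reads of mitochondrial genes made up 3.87% ± 0.85 of reads (SD, n = 3) in untreated CCNB1-negative, 2.95% ± 1.44 in untreated CCNB1-positive, 7.64% ± 0.56 in treated CCNB1-negative and 5.26% ± 1.63 in treated CCNB1-positive cells. The mean difference over fractions was 3.04 percentage points, with a two-sided exact permutation p of 0.015 over 400 arrangements of labels within fractions, of which the smallest possible is 0.005.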

Values the study reported

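The paper states that 1681 genes differed more than 4-fold between sorted populations. It gives labelled cells after an EdU pulse as 4.9 ± 0.3% in selumetinib and 43 ± 4% in control cells.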

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

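The interaction was tested as a contrast chosen before the data were examined, while the tests of its possible causes here were chosen only after the result was seen. What called for a closer look was that the effect of selumetinib differed between CCNB1-negative and CCNB1-positive cells in the interaction test. It called 246 genes, 241 with a positive and 5 with a negative value. Gene values were 1.56 for PCNA, 1.32 for PRIM1, 1.59 for CHEK1, 1.48 for GMNN, 2.22 for EXO1, 2.71 for BRCA2, 2.89 for BLM, 1.33 for GEN1, 2.80 for POLQ and 2.73 for MKI67. They were 3.37 for ASPM, 3.35 for CDK1 and 3.36 for CEP55, and −1.42 for MISP and −1.14 for FRMD5. Adjusted p ran from 0.00202 for BLM to 0.0497 for FRMD5. Medians were 1.40 for the study low list, 1.81 for the study S-phase list, 1.35 for the general S genes and 2.36 for the general G2/M genes, and camera, fry and the estimated correlation all called these lists. The lists overlap, and the study picked the first pair of them from these libraries.

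Leaving out 1 library changed many of these calls. The count was 115 without untreated CCNB1-negative replicate 3 and 288 without untreated CCNB1-negative replicate 2. The call of FRMD5 was lost in all 12 such fits, that of PRIM1 in 10, MISP in 9, GMNN in 8, CHEK1 in 7, GEN1 in 6 and PCNA in 2. EXO1, BRCA2, BLM, POLQ, MKI67, ASPM, CDK1 and CEP55 were called in all 12. With a replicate block within each fraction 236 genes were called, and the interactions of PRIM1 (0.104), CHEK1 (0.0631) and GMNN (0.0752) were not. Redrawing the treatment labels within each fraction gave as many calls in 9 of 100 draws, the real one included, so that count alone leaves a random arrangement of the libraries open. The draws that exceeded it include a labelling that swaps drug and control in one fraction, which gave 7691 genes and turns the drug effect itself into an interaction. Permuting the residuals of a model without interaction gave as many calls in 3 of 100, with a highest count of 1221. Noise around such a model is therefore unlikely, by a test picked after the first had been seen.

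That nearly all calls were positive was weighed against technical causes. After quantile normalization 96.4% of the interaction calls were positive, which argues against the scaling to total reads. Genes with few reads were not the source, since 95.1% of the calls had a mean of 10 RPM or more, against 66.8% of all tested genes. No single library was, since the lowest share of positive calls was 93.7% over the fits that each left out one. After correction of each library for exonic length 98.0% of 296 calls were positive, and 235 of the 246 genes remained. After correction for GC content 97.47% of 316 calls were positive, and 239 of the 246 remained. With the replicate block within each fraction, 97.2% of 283 calls were positive after the first and 96.9% of 295 after the second correction. Neither trend is therefore the whole cause. A batch cannot be tested, as the labels name none.

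A candidate explanation that the design offers is the make-up of the fractions. Untreated CCNB1-negative cells may hold more cycling cells than treated ones, so that genes of the cycle fall in that fraction and not in the CCNB1-positive one. The paper's flow cytometry bears on this. EdU labelled a far smaller share of cells in selumetinib than in control cells, as listed among the values the study reported. In both populations most labelled cells lacked CCNB1 staining. Both findings go with the explanation, though neither counts cycling cells in a sorted fraction. In the EdU-sorted libraries, which took no part in the test, 100% of the 241 genes with a positive interaction were higher in EdU-positive than EdU-negative treated cells. Matched random genes gave a median of 47.3% and at most 58.5% over the random draws. Of the 241, 66 (27.4%) are in one of the cell cycle lists. This is consistent with that explanation but does not measure the share of cycling cells in any fraction. It holds as a hypothesis, found and tested on data of the same study, and a true difference in response within cycling cells stays open, as untested.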

How the results depend on the processing

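The tests and alternatives named here were chosen before the data were examined, except for the pseudocount of 1 RPM, voom, the correction for GC content, the replicate block within each fraction, alone or with a correction for GC content or exonic length, and the leaving out of libraries for the correlations, which were chosen only after results had been seen. List medians in the CCNB1-sorted contrasts were not refitted with no filter, no mean-variance trend or only the compared groups. Under the alternatives of processing and fit that were run, the interaction and the drug effect in CCNB1-negative cells kept direction and camera call. This holds for the study low list, the S-phase list, general S and G2/M. An estimated correlation in place of the preset one lost the call of G2/M under drug in CCNB1-negative cells (adjusted p 0.0713).

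At an adjusted p under 0.01 the counts were 3203 for selumetinib in CCNB1-negative cells, 1258 in CCNB1-positive cells, 93 between untreated fractions, 492 between treated fractions, 106 for the interaction, 169 low in both fractions, 96 low in CCNB1-negative cells only, 249 high in both and 2689 at 48 h. The stricter limit is the cause by construction. A 2-fold limit gave 5200 genes in any pair. With only the compared groups fitted, 34 genes were called between untreated and 2035 between treated fractions. That fit estimates the spread from fewer libraries and from the compared groups alone. Chi-square per gene between replicates, which grows with depth too, was 65.8 to 234 in untreated groups. It was 12.1 to 14.3 in treated CCNB1-negative and 18.8 to 50.5 in treated CCNB1-positive cells. The fit of all 4 groups shares 1 spread per gene over groups that may differ in spread. The counts between fractions depend on that choice. The interaction uses all 4 groups and has no such value.

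Quantile normalization gave 1419 genes between treated fractions, 414 low in both, −1.59 for the low list at 24 h and a reversed interaction of 0.37 for PLK3. No mean-variance trend gave 162 interaction calls. GC correction gave 410 genes low in both, 0.13 for the PLK3 interaction and −0.065 for the G2/M median under drug in CCNB1-positive cells, both reversed. Median-centring gave −0.079 for the latter, reversed, −1.54 for general S at 24 h, and −0.13, −0.52 and −1.50 for the low list at 4, 8 and 24 h. A pseudocount of 0.1 RPM gave −1.37 for the low list at 24 h. A pseudocount of 1 RPM gave 866 genes in any pair and 320 high in both. For these the cause was not tested.

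A mean of at least 10 RPM tested fewer genes and gave 698 in any pair, 162 low in both and 210 high in both. It gave −0.20 for the MEK signature between treated fractions, then called, and 0.10, −0.043 and −0.40 for the low list at 2, 4 and 8 h. The correlation between fractions became 0.859 and that of sorted cells with the time course 0.898. The 24 h library in place of 48 h gave 0.872 and 85.1% of the same sign. For treated EdU-positive cells, the CCNB1-negative treated mean as the reference gave 0.52 for the low list, 1.65 for the S-phase list, −0.45 for the MEK signature, 1.00 for general S and 3.07 for G2/M. Their fixation was alike but the labelling chemistry was not, and the cause was not tested. Matched percentiles and all 8 time course libraries in one fit changed no result by more than its spread or across its threshold.

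Leaving out 1 library at a time (12 fits) gave 1752 (without untreated CCNB1-positive replicate 1) to 4150 genes (without untreated CCNB1-positive replicate 2) under drug in CCNB1-positive cells, 103 (without untreated CCNB1-positive replicate 2) to 158 between untreated fractions, 509 (without treated CCNB1-negative replicate 3) to 1017 between treated fractions, 115 (without untreated CCNB1-negative replicate 3) to 288 for the interaction, 99 (without untreated CCNB1-negative replicate 3) to 200 low in CCNB1-negative cells only and 335 (without treated CCNB1-positive replicate 1) to 788 high in both. The correlation between fractions ran from 0.752 to 0.835, that with the time course from 0.869 to 0.889 and its share of equal sign from 84.9 to 86.6%. MEK signature medians ran from −0.13 to 0.073 between untreated fractions (0.073 without untreated CCNB1-negative replicate 2), −0.33 to −0.13 between treated fractions and −0.34 to −0.014 for the interaction. The last pair were called without treated CCNB1-positive replicate 1, at −0.33 both. The G2/M median under drug in CCNB1-positive cells ran from −0.090 (without untreated CCNB1-positive replicate 1) to 0.20, the low list at 48 h from −2.65 to −2.52 over 4 fits, the PLK3 interaction from −0.57 to 0.19 (without treated CCNB1-negative replicate 1) and the MKI67 change in CCNB1-positive cells from −0.077 (without untreated CCNB1-positive replicate 3) to 0.61. At 48 h such a fit leaves 1 library in an arm, so it gives no counts.

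Replicate numbers were taken to pair the libraries within each fraction and not between fractions, where a pairing was not excluded. Under a replicate block within each fraction 6848 and 3813 genes were called under drug in CCNB1-negative and CCNB1-positive cells and 236 for the interaction. Calls were gained for CCNE1 (0.0332) and CCNE2 (0.00335) in CCNB1-negative cells, for CCNE2 (0.0481), GEN1 (0.0347) and BRAF (0.0431) in CCNB1-positive cells and for the interactions of MCM2 (0.04) and CLSPN (0.0452). Calls were lost for the interactions of PRIM1 (0.104), CHEK1 (0.0631) and GMNN (0.0752). It changed no other call of a named gene or list.

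With the block within each fraction and GC content corrected the counts were 7098, 4395 and 295, the PLK3 interaction was 0.13, reversed, and the G2/M median under drug in CCNB1-positive cells −0.065, reversed. With exonic length corrected in place of GC content the counts were 6914, 4063 and 283, that median was −0.092 and the POLQ change in CCNB1-positive cells −0.083, both reversed, and BRAF in CCNB1-negative cells lost its call (0.337). The block set beforehand, common to both fractions, gave 6842 and 3987 genes under drug, 271 for the interaction, and 7602 at 48 h, where the 2 pairs had 0.269 and share only a number. Between fractions this block gave 190 genes in untreated cells and 1046 in selumetinib. With it CCNE2 in CCNB1-negative cells (0.0464), GEN1 (0.0276) and BRAF (0.0275) in CCNB1-positive cells, and ETV4 (0.00748) and ETV5 (0.00774) at 48 h were called, and the interactions of PRIM1 (0.0651) and MISP (0.0501) were not.

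For named genes, a call was gained 73 times and lost 61 times under an alternative, and gained 22 times and lost 87 times when a library was left out. Depth limits PLK2, PLK3, ETV4 and ETV5, with 8 reads of PLK2 in the lowest time course library. Other named genes had few reads too, such as CCNE1, at 0.70 ± 0.93 RPM in treated CCNB1-positive cells.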

Other observations

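All tests in this part, other than the counts of splits, were chosen only after the results they weigh had been seen. Other splits of the libraries were counted for each count of genes. For selumetinib in CCNB1-negative cells, in CCNB1-positive cells and for the fractions in selumetinib, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. A comparison of 3 against 3 cannot go below 1 in 10. Under drug, 4 splits in each fraction part all 3 same-numbered pairs, the real one included, and the others, which exchange treated and untreated within 1 pair relative to the rest, called 0 genes. Of 100 regroupings of the 12 libraries, the real one included, 1 gave as many genes over 4-fold in any pair, 1 as many low in both fractions, 2 as many low in CCNB1-negative cells only and 1 as many high in both.

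For the fractions of untreated cells, 3 of the 10 splits gave as many genes as the real one, with 168. The largest called 2061 genes, and another 598. Its sides were untreated CCNB1-negative replicates 1 and 3 with CCNB1-positive replicate 3, against CCNB1-negative replicate 2 with CCNB1-positive replicates 1 and 2. The 1560 genes lower on the former side had a median GC content of 58.0%, the 501 higher had 44.5%, and all tested genes 48.5%. Spearman correlations of a library's deviation with GC content were −0.31, −0.04 and −0.37 on the former and 0.31, 0.21 and 0.25 on the latter side. After each library was corrected for GC content, for 99.5% of tested genes, this split still called 1081 genes, against 188 for the CCNB1 split, and after correction for exonic length 1797, against 168. Neither GC content nor length is thus the whole cause, although GC content may account for part of it. The depths of the sides overlap. Library kits differed in the study and are not labelled per library, so a batch of kits stays open, and no biological explanation was tested. The counts between untreated fractions therefore rest on libraries that differ along another axis as well. Treated CCNB1-positive libraries spread along GC content too, with 0.16, 0.13 and −0.23, so the caveat extends to contrasts with them and with untreated cells.

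At 48 h the replicates differed in 3 ERK targets, picked after their values were seen. ETV4 had 17 and 456 reads in replicates 1 and 2, ETV5 23 and 351 and DUSP6 174 and 546, a mean log2 difference of 3.98. DUSP4, at 52.9 and 63.3 RPM, and PHLDA1, at 145 and 165 RPM, differed little. Untreated cells mixed into replicate 2 would need a share of 37.9, 38.5 and 30.7% for these genes, while its general S and G2/M genes stood at a median of 9.43% of untreated. Scaling is not the source, since quantile normalization gave 4.36. A library of another time point is not, since the median of these S and G2/M genes was −3.41 in replicate 2 and −1.51 at 24 h, the lowest of the other treated times. A partial return of ERK output in replicate 2 could raise all genes that fall early. The 181 genes low at 2 and 4 h differed between replicates by a median at percentile 60.1 of random lists. Of these genes, 101 were higher in replicate 2. The median change of the MEK signature was −1.13 in replicate 1 and −0.87 in replicate 2. A partial return thus stays open.

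PLK2 and PLK3 fell in treated CCNB1-positive cells about as much as in CCNB1-negative cells. Of the other 6 genes of the low list, TIPIN and WDHD1 had no called interaction either, at 0.98 (adjusted p 0.659) and 1.48 (0.0518). A difference in the share of cycling cells alone might leave all 8 genes alike. The mean interaction of the other 6 exceeded that of PLK2 and PLK3 by 1.68, with a 95% interval from −0.05 to 3.40, which decides nothing. An early loss with MEK output is a candidate explanation, mainly for PLK3. Over 2, 4 and 8 h PLK2 and PLK3 changed by a median of −1.51, at percentile 0.65 of random pairs, against −0.11 and percentile 8.01 for the other 6. PLK3 carries this value, with −2.01, −2.62 and −1.75 at these times. PLK2 had −0.81, −1.12 and −0.76, while its untreated libraries stood at 0.44 and −0.44, so an early loss of PLK2 stays open.

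In treated minus untreated EdU-positive cells the low list fell further than the S-phase list, by a gap of −0.43 in medians, and −0.35 without PLK2 and PLK3. Relabelling of the remaining 35 genes gave a gap as low in 6.54% of cases, and with all 8 genes in 1.62%. Whether the other 6 genes are set apart stays open, with 1 library per group and lists that the study picked from these libraries. The higher S-phase list in treated EdU-positive cells is not a matter of RNA degradation by gene length, since correction for exonic length left a median of 2.62.

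Selumetinib raised the mitochondrial share of reads. Fixation, staining and sorting are not the whole source, since the share was 2.91 percentage points higher at 48 h in unfixed, unsorted cells. At 24 h, the time of the sorted cells, the rise there was smaller, to 5.01% in 1 library from 3.46% untreated, and at 2 to 8 h the share was 3.54 to 3.82%. A part of the larger rise in sorted cells could thus come from their handling, which was not tested. Nor is one abundant gene, since without the most abundant the ratio of treated to untreated CCNB1-negative cells was 1.90, and 1.97 with it. The biological source was not tested.

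The general G2/M genes were higher at 4 h, 49 of 52 of them. Quantile normalization left a median of 0.39, so scaling is not the source, and the general S genes had 0.0059 at 4 h, which argues against more cycling cells of all phases. With 1 library at 4 h the difference was not tested against a spread between replicates.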
